A study of Homo sapiens with 48 samples. Its data were reported in "RN7SK small nuclear RNA controls bidirectional transcription of highly expressed gene pairs in skin" (2021).

How the data were processed

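RNA sequencing was carried out on human primary keratinocytes, the main cell type of the epidermis, transfected for 24 h with a small interfering RNA (siRNA) against RN7SK or with a control siRNA. RN7SK is a small nuclear RNA that binds and holds inactive the elongation factor P-TEFb. Cells received DMSO, or 1 µM Pladienolide B (PlaB), an inhibitor of the splicing factor SF3B1, for the last 1 h or 4 h. From each condition total RNA was sequenced, and so was newly made RNA, labelled by adding 583 µM 4-thiouridine (4SU) for the last 10 min before harvest and pulled down through a biotin tag. The labels gave 48 libraries in 12 groups of 4, with 24 libraries of each kind of RNA. The methods of the study describe the 4 libraries of a group as technical replicates of an experiment carried out once. Its results name one RN7SK siRNA as the one used throughout. The spread between libraries therefore does not include differences between donors, repeat experiments or siRNAs. No spike-in RNA was described, so only changes relative to the rest of a library could be measured.

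Per the labels and the methods of the study, the authors prepared all libraries with a stranded low-input total RNA kit, trimmed the paired-end reads with Trim Galore!, aligned them to the human genome GRCh37 (hg19) with TopHat2, kept reads with a unique hit, and counted them with featureCounts per GENCODE v19 gene. Counting used strand, required both ends to be mapped and an overlap of at least 10 bases, and counted a read that overlapped several genes once for each of them. The deposited values are raw counts per gene, not normalized, in a table of exon counts and a table of intron counts, with all libraries as columns. Per the file headers each table also gives the position, strand and summed length of the counted feature. Introns were defined by the authors as the part of a gene that no exon covers. Tool versions were not stated. These steps can affect the measurements: reads from near-identical copies of a gene (histone genes, RN7SK and its pseudogenes) are lost or assigned by few differences under unique alignment, genes that overlap on the same strand share reads, and unspliced transcripts add to the exon counts of a gene.

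Exon counts were given for 57820 genes and intron counts for 34466 of them. Column names matched the label of one library each, and 0 count columns were left over. Gene symbols were taken by gene ID from the annotation GENCODE v44lift37 and from a table of names, or, for 542 gene IDs, from a gene on the same strand with a reciprocal overlap of at least 80%. This named 56080 gene IDs (97.0%), which held 99.6% of exon counts. Coordinates are GRCh37 as the files give them. Libraries held 2274025 to 4565543 exon counts in 4SU RNA and 4666245 to 14085330 in total RNA, with 8407640 to 17392465 and 1472742 to 7237342 intron counts. Expression per library was given in CPM, the exon counts of a gene scaled to a common library size that includes all genes. Counting error alone is large for genes with few counts, so single genes were named only at a mean of at least 50 counts in the libraries compared, apart from genes fixed in advance.

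Groups were compared with edgeR 4.0.16 (quasi-likelihood F test, TMM scaling, filterByExpr, R 4.3.3) on exon counts, fitted on the libraries of the groups compared only. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. Standard errors of log2 fold changes were derived from the F statistic. The comparisons were RN7SK against control siRNA in each kind of RNA and treatment, 1 h or 4 h PlaB against DMSO in control siRNA cells, the interaction of siRNA and PlaB in each kind of RNA, and the interaction of siRNA and RNA kind in DMSO. Values per library, such as the intron share, were compared by an exact permutation test of the difference of means, two-sided, whose smallest p is 0.0286 for 4 against 4 libraries. Interactions of such values used all 4900 relabellings within each treatment. Intron to exon ratios were those of counts in genes with a mean over 20 CPM, as in the study, with a pseudocount of 0.5 and as the median over genes per library, not divided by feature length except in alternatives. Histone genes were the 81 genes with a HIST symbol in the older nomenclature. An upstream antisense neighbour was a protein-coding gene on the opposite strand that starts within 1000 bases upstream of the start of a protein-coding gene. Shares of genes were compared by Fisher's exact test, two-sided. Values of p were adjusted by the method of Benjamini and Hochberg within each family of comparisons. Medians of gene lists were placed among those of 10000 random lists of the same size and similar mean expression.

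The tests, the groups in each fit, the alternatives and the genes to be named were fixed before the data were examined. Named genes are RN7SK, genes the study gives as examples or markers (CDK1, CDC25C, CDC45, MCM10, CDT1, AKAP12, DTL, INTS7, ITGA6, TGM1, IVL, GAPDH), and those with the largest log2 fold change among genes with an adjusted p under 0.05, a mean of at least 50 counts and all 4 libraries of a group above all 4 of the other in CPM. Of the latter, the 5 largest in each direction were taken for RN7SK siRNA in 4SU RNA, 3 for total RNA, and 3 for 1 h PlaB in 4SU RNA. Alternatives were DESeq2 1.42.0, RLE size factors, scaling by library size alone, no filter on low counts, at least 10 counts in every library, the replicate number as a block, all groups of an RNA kind fitted together, an absolute log2 fold change over 0.3, exon plus intron counts, other gene sets, distances, pseudocounts and filters for the derived measures, and leaving out each library in turn. Intron counts alone, strata of expression, gene sets called under PlaB or without a 7-base sequence, ratios divided by feature length, an absolute log2 fold change over 1, all protein-coding genes as background for antisense neighbours, and some of the fits that leave out a library were added after the data had been seen. Other splits of the libraries were counted in full for 4 against 4 libraries (35 splits) and as 100 drawn splits for interactions.

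For a search for short sequences, the longest annotated 3′ UTR of each protein-coding gene in GENCODE v44lift37 was used where it was at least 50 bases long. For each of the 7-base sequences (7-mers) present in at least 30 genes, the log2 fold changes of genes with and without it were compared after regression on UTR length, GC content and expression. The lists of 45 p53 targets, 38 replication genes and 30 mitotic genes were written from general knowledge before the values of their genes were looked at, but after changes of MDM2, CYFIP2, INPP5D, histone genes, CDT1, CDC45, MCM10 and DTL had been seen, and hold none of the genes the study names.

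The fits of 2 groups and of interactions, the permutation tests, the intron to exon ratios, the search for neighbours, the strata, the random lists and the search for 7-mers were tested on simulated data, and the calculations of carried RNA were not. Simulated counts were drawn from the real means with 1 common dispersion for all genes, that of control libraries in DMSO. The 200 genes changed had a mean of over 20 counts and an absolute log2 fold change of 1. Smaller changes, and dispersions that differ between genes, were not simulated, here or for interactions. Of these 200 genes, edgeR recovered 194 in 4SU RNA with 10 false calls among 14086 genes tested, and 198 in total RNA with 11 false calls among 13818. DESeq2 recovered 184 and 189. For the 5 interactions, edgeR recovered 184 to 198 of 200 changed genes, and false calls made up 4.35% to 4.66% of calls in 3 of them, 8.33% for 1 h PlaB in total RNA and 9.17% for the interaction with RNA kind, more than the 5% aimed at. Of 200 sets of values per library without an interaction, 18 had an exact permutation p under 0.05. The permutation test gave the p of scipy in 200 of 200 simulated sets, 200 of 200 planted antisense pairs were found, and the search for 7-mers ranked first 20 of 20 planted sequences and 0 of 20 without a planted effect. No pair of libraries of a group held the same values: over 72 pairs, the chi-square statistic per gene was 2.06 to 11.9, so all were counted as separate libraries. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Splicing events, transcription start sites within genes and the chromatin data of the study were not analysed here.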

Results

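Newly made RNA (4SU RNA) and total RNA were measured in 24 libraries each, in 12 groups of 4 that differed in siRNA (RN7SK or control) and treatment (DMSO, 1 h PlaB or 4 h PlaB). In 4SU RNA the libraries held 2274025 to 4565543 exon counts and 18822 to 23102 genes with a count. In total RNA they held 4666245 to 14085330 exon counts and 17820 to 20621 genes. The library of total RNA from RN7SK siRNA cells in DMSO, replicate 2, held the fewest exon counts among total RNA libraries. The 10 genes with the most counts took 7.19% to 16.6% of exon counts per 4SU library and 10.4% to 13.5% per total RNA library. Mitochondrial genes took 1.66% to 6.02% in 4SU RNA and 3.48% to 5.40% in total RNA. MIR3648 and MIR3687, which lie in the spacer of the ribosomal RNA repeat, together took 2.86% to 11% in 4SU RNA and 0.389% to 0.676% in total RNA. No sequencing batch or date was given in the labels. All p values below are two-sided, and adjusted p values of single genes are from edgeR, adjusted over the genes tested in that comparison.

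To test how far the siRNA lowered its target, RN7SK (ENSG00000202198.1, GRCh37 chromosome 6, 52860418 to 52860748, plus strand, an RNA gene of 331 bases) was compared between siRNA arms. In total RNA in DMSO, it was measured at 261 ± 42.1 CPM (SD, n = 4) after RN7SK siRNA and 1579 ± 109 CPM in control cells. The log2 fold change was -2.57 (SE 0.08, edgeR adjusted p 7.83e-17). It was -2.57 at 1 h PlaB, where means were 343 ± 20.8 and 2054 ± 142 CPM, and -2.96 at 4 h PlaB, where they were 346 ± 24.3 and 2679 ± 139 CPM. In 4SU RNA in DMSO, RN7SK was at 44.9 ± 4.41 CPM after RN7SK siRNA and 111 ± 22 CPM in control cells, a log2 fold change of -1.30 (SE 0.11, edgeR adjusted p 1.85e-13). At 1 h PlaB the 4SU means were 155 ± 24.6 and 177 ± 39.4 CPM, with a log2 fold change of -0.34 (edgeR adjusted p 0.0086). That call was lost without RN7SK siRNA 1 h replicate 3 (-0.25, edgeR adjusted p 0.0835) and without control 1 h replicate 2 (-0.20, 0.146), and over all alternatives the log2 fold change lay between -0.46 and -0.19. At 4 h PlaB the 4SU means were 125 ± 30.4 and 124 ± 21.9 CPM, and the difference was smaller than the spread between libraries (log2 fold change -0.09, edgeR adjusted p 0.53). A test of the interaction gave a change of the log2 ratio between arms of 0.94 (SE 0.17, edgeR adjusted p 5.22e-05) at 1 h and 1.17 (SE 0.17, 1.43e-07) at 4 h PlaB in 4SU RNA. In total RNA it was 0.00 at 1 h (adjusted p 0.994) and -0.38 at 4 h (0.0244).

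**Figure D1:**
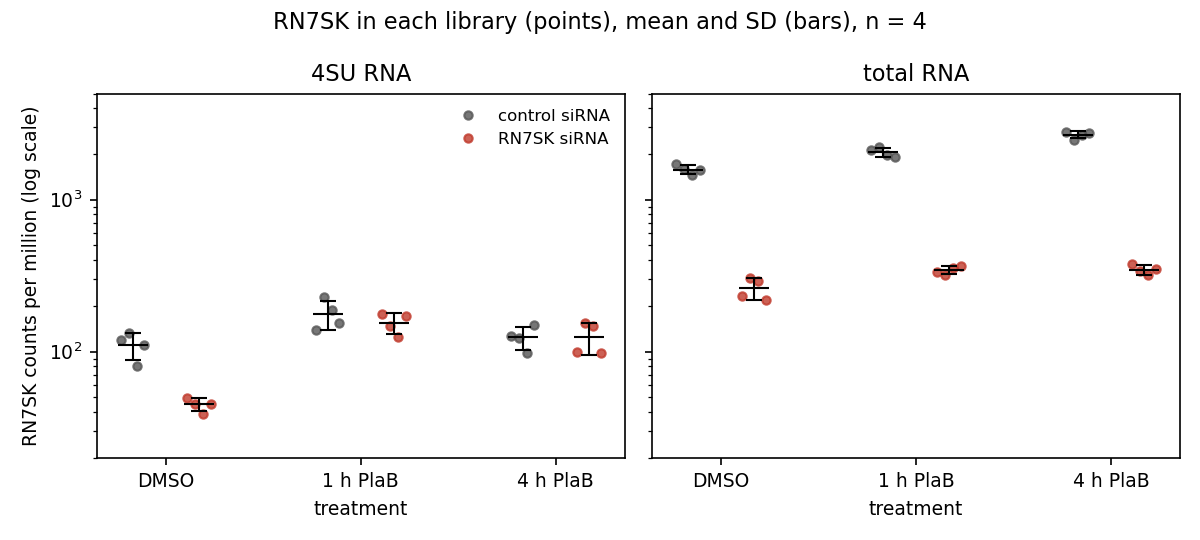
RN7SK in CPM (log axis) in each library of 4SU RNA and total RNA, by siRNA and treatment, with the mean and SD of the 4 libraries per group. In total RNA the RN7SK siRNA means lie at 261 to 346 and the control means at 1579 to 2679, whereas in 4SU RNA the arms overlap under PlaB.

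To find genes that changed with RN7SK siRNA, both arms were compared in DMSO. Of 14074 genes tested in 4SU RNA, 979 were lower and 719 higher after RN7SK siRNA at an edgeR adjusted p under 0.05. In total RNA 1669 genes were lower and 1297 higher of 13814 tested. The alternative that moved the 4SU result most was counting exons and introns together, with 1588 lower and 1235 higher. Among the 12904 genes tested in both kinds of RNA, 670 of the 964 genes lower in 4SU RNA were also lower in total RNA (69.5%), where 123 would be shared if calls were independent. Of the 708 genes higher in 4SU RNA, 385 were higher in total RNA (54.4%, 69.9 if independent) and 5 were lower. Across these genes, which are not independent replicates, log2 fold changes in 4SU and total RNA had Pearson's r 0.581 and Spearman's rho 0.521. Over only the genes called in 4SU RNA, r was 0.849.

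**Figure D2:**
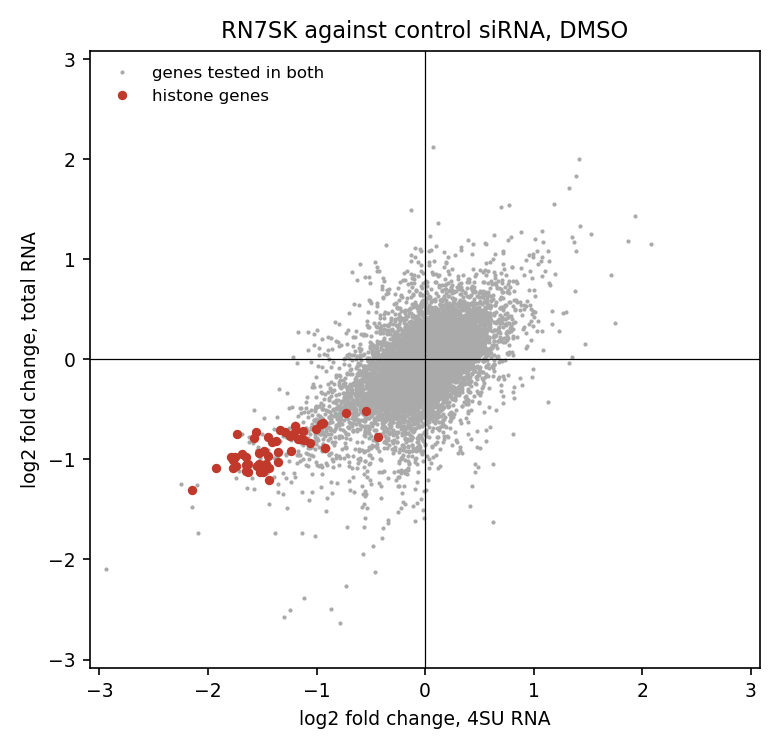
Log2 fold change after RN7SK siRNA in DMSO for 12904 genes, in 4SU RNA (horizontal) and total RNA (vertical), with histone genes marked. All 51 histone genes lie below 0 on both axes, and r across genes is 0.581.

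The gene with the largest decrease in 4SU RNA was CDT1 (ENSG00000167513.4, chromosome 16, 88869621 to 88875666, plus strand, protein-coding), at 5.42 ± 1.32 CPM against 26.2 ± 3.94 CPM in control cells (SD, n = 4). Its log2 fold change was -2.25 (SE 0.20, edgeR adjusted p 8.29e-13) in 4SU RNA and -1.24 in total RNA. FAM111B (ENSG00000189057.6, chromosome 11, 58874658 to 58894883, plus strand, protein-coding) followed with -2.09 (SE 0.19, edgeR adjusted p 2.15e-12) in 4SU RNA and -1.74 in total RNA. The next were 3 histone genes of chromosome 6, H3C7 (ENSG00000256316.1, 26250370 to 26250835, minus strand) with -1.93, H2AC14 (ENSG00000182611.3, 27782112 to 27782607, minus strand) with -1.78 and H2BC3 (ENSG00000196226.2, 26043455 to 26043885, minus strand) with -1.77. These belong to families of near-identical genes, so their identity under unique alignment is uncertain. Largest increases in 4SU RNA were found for MUC19 (ENSG00000205592.9, chromosome 12, 40787197 to 40964632, plus strand) with 1.93, CYFIP2 (ENSG00000055163.14, chromosome 5, 156693089 to 156822606, plus strand) with 1.87, and MDM2 (ENSG00000135679.17, chromosome 12, 69201956 to 69239214, plus strand) with 1.53. MDM2 was at 734 ± 47.8 CPM against 257 ± 21.9 CPM (SD, n = 4, edgeR adjusted p 7.63e-22). They were followed by the long noncoding gene ENSG00000256325 (chromosome 12, 69221898 to 69222333, plus strand) with 1.43, which lies inside MDM2 on the same strand and so cannot be separated from it. INPP5D (ENSG00000168918.9, chromosome 2, 233924677 to 234116549, plus strand) rose by 1.37. In total RNA these rose by 1.43, 1.18, 1.25, 1.33 and 1.17, and the call for ENSG00000256325 was lost without RN7SK siRNA total RNA DMSO replicate 1 (edgeR adjusted p 0.0643).

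In total RNA the largest decrease was that of BOK (ENSG00000176720.3, chromosome 2, 242498136 to 242513546, plus strand, protein-coding), at 8.27 ± 0.765 CPM against 53.1 ± 4.2 CPM in control cells (SD, n = 4). Its log2 fold change was -2.64 (SE 0.10, edgeR adjusted p 3.59e-16) in total RNA and -0.78 in 4SU RNA, and its 3′ UTR held 13 copies of the 7-base sequence GCTCTCA of RN7SK. RN7SK itself and RN7SKP203 (ENSG00000200488.1, chromosome 2, 76672205 to 76672536, minus strand) followed, the latter with -2.56. RN7SKP203 is a pseudogene copy of RN7SK, so its reads are uncertain. GASK1B (ENSG00000164125.11, chromosome 4, 159045626 to 159094470, minus strand) rose most, by 1.71, followed by MUC19, and by PLEKHG1 (ENSG00000120278.10, chromosome 6, 150920999 to 151164799, plus strand) with 1.29. By the rule for named genes 1194 genes qualified in 4SU RNA and 2351 in total RNA.

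Genes that the study gives as examples or markers were compared between siRNA arms in DMSO. CDC45 (ENSG00000093009.5, chromosome 22, 19466982 to 19508135, plus strand) was lower in 4SU RNA by a log2 fold change of -1.5 (edgeR adjusted p 5.84e-13), MCM10 (ENSG00000065328.12, chromosome 10, 13203554 to 13253104, plus strand) by -1.5 (3.39e-16) and DTL (ENSG00000143476.13, chromosome 1, 212208919 to 212280742, plus strand) by -1.44 (6.19e-13). In total RNA their log2 fold changes were -0.74, -1.03 and -1.45. CDK1 (ENSG00000170312.11, chromosome 10, 62538089 to 62554610, plus strand) changed by -0.73 in 4SU RNA (edgeR adjusted p 1.65e-04) and -0.47 in total RNA. CDC25C (ENSG00000158402.14, chromosome 5, 137620954 to 137674044, minus strand) changed by -0.88 in 4SU RNA (edgeR adjusted p 0.0123) and by -0.62 in total RNA (0.00792). The log2 change of CDC25C after RN7SK siRNA, 4SU RNA, DMSO lost its call without RN7SK siRNA replicate 2 (edgeR adjusted p 0.0805) or control replicate 1 (0.0743). INTS7 (ENSG00000143493.8, chromosome 1, 212113741 to 212208884, minus strand) changed by -0.34 in 4SU RNA (edgeR adjusted p 0.0106) and -0.26 in total RNA (0.0337). The former call was lost without RN7SK siRNA DMSO replicate 3 (0.0686), and the latter in 9 of 18 settings (the reported setting, which kept it, is counted among the 18, here and below). AKAP12 (ENSG00000131016.12, chromosome 6, 151561134 to 151679692, plus strand), which overlaps the pseudogene RN7SKP268, rose by 0.58 in 4SU RNA (edgeR adjusted p 0.0378), with overlapping groups and the call lost in 8 of 18 settings, and by 0.67 in total RNA (8.71e-07).

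Of markers of keratinocyte differentiation, TGM1 (ENSG00000092295.7, chromosome 14, 24718320 to 24733638, minus strand) rose by 0.84 in 4SU RNA (edgeR adjusted p 9.43e-06) and 0.76 in total RNA. IVL (ENSG00000163207.5, chromosome 1, 152881021 to 152884362, plus strand) rose by 0.48 in 4SU RNA (edgeR adjusted p 0.0353), with overlapping groups and the call lost in 8 of 18 settings, and by 0.63 in total RNA (6.52e-06). ITGA6 (ENSG00000091409.10, chromosome 2, 173292082 to 173371181, plus strand), an integrin of undifferentiated cells, was not distinguishable in 4SU RNA (log2 fold change 0.13, edgeR adjusted p 0.272) and was higher by 0.19 in total RNA (9.06e-04). GAPDH (ENSG00000111640.10, chromosome 12, 6643093 to 6647537, plus strand) changed by 0.14 in 4SU RNA (edgeR adjusted p 0.279) and by 0.12 in total RNA (0.0412), the latter call lost in 9 of 18 settings.

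To test the expression level of genes that changed, the control libraries of 4SU RNA in DMSO were used. Genes later lower had a median of 3.53 (log2 CPM per kilobase), genes later higher 3.46 and all 14074 genes tested 3.01. The median SE of log2 fold changes fell from 0.365 in stratum 1 to 0.0785 in stratum 10 of 10 strata ranked by expression, so a given change was called more readily at high expression, and the difference from all genes tested was not separated from this. The difference between lower and higher genes was 0.06 and changed sign, to -0.40, when the mean of both arms was used, and to -0.21 without division by length. These 10 strata hold nearly equal numbers of genes and were ranked by the mean CPM of both siRNA arms, not divided by length. Over them, the share of lower genes was largest in stratum 8 (10.7%), and that of higher genes in stratum 10 (13.1%). Use of both arms and no division by length each changed the sign above, so this order of lower and higher genes may depend on them.

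Histone genes were compared as a family. In DMSO all 51 histone genes tested were lower after RN7SK siRNA in 4SU RNA, with a median log2 fold change of -1.44, and over 21 settings, the reported one included, this median lay between -1.60 and -1.30. They made up 5.21% of lower genes and 0.362% of genes tested (Fisher's exact test p 2.66e-60, 3.19e-59 adjusted over 12 tests). Among lower genes with an absolute log2 fold change over 1, a threshold chosen after the data were seen, they made up 21.6% (45 of 208). In total RNA all 51 tested were lower, with a median of -0.91 (Fisher's exact test p 7.83e-48, adjusted 4.70e-47). Histone genes took 0.15% ± 0.0234 of 4SU exon counts after RN7SK siRNA and 0.358% ± 0.0482 in control cells (SD, n = 4). In 4SU RNA, 50 of 53 were lower at 1 h PlaB and 41 of 47 at 4 h. In total RNA, 51 of 51 were lower at 1 h and 48 of 51 at 4 h.

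To test whether genes that fell with RN7SK siRNA have a gene starting close by in the other direction, upstream antisense neighbours within 1000 bases were counted for protein-coding genes. In 4SU RNA in DMSO, 133 of 884 lower genes had one (15%), against 1000 of 10619 other genes tested (9.42%). The odds of an upstream antisense neighbour for genes lower after RN7SK siRNA, 4SU RNA, DMSO gave a ratio of 1.70 (Fisher's exact test p 3.73e-07, 1.12e-06 adjusted over 12 tests). The alternative that moved it most, chosen after the data were seen, was an absolute log2 fold change over 1, which gave 3.13 (p 9.03e-09). Without histone genes and the listed replication and mitotic genes the odds ratio was 1.49 (p 4.93e-04). Among higher genes 41 of 641 had such a neighbour (6.40%), an odds ratio of 0.611 (p 0.00207, adjusted 0.00276). In total RNA in DMSO the odds ratio was 1.34 for lower genes (p 7.59e-04, adjusted 0.00114) and 0.676 for higher genes (p 4.71e-04, adjusted 8.07e-04). For lower genes under PlaB it was 1.2 (p 0.0203, adjusted 0.0244) at 1 h and 1.11 (p 0.198, adjusted 0.216) at 4 h in 4SU RNA, and 1.33 (p 1.33e-04, adjusted 2.65e-04) and 1.10 (p 0.265, adjusted 0.265) in total RNA. The tests were not independent, since genes were shared between comparisons. Across 473 pairs of such neighbours in 4SU RNA, log2 fold changes had r 0.332, and both genes were lower in 19 pairs (7.36 if independent). Without histone genes r was 0.121 across 464 pairs and both were lower in 10 pairs (5.39 if independent).

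To measure the effect of PlaB, 1 h and 4 h PlaB were compared with DMSO in control siRNA cells. In 4SU RNA 4829 genes were lower and 4668 higher at 1 h of 13830 tested, and 5631 lower and 5180 higher at 4 h of 13614. In total RNA 1403 genes were lower and 1321 higher at 1 h, and 4272 lower and 4226 higher at 4 h. At 1 h in 4SU RNA 4997 genes met the rule for named genes. The largest decreases were those of LINC01355 (ENSG00000261326.2, chromosome 1, 23607802 to 23613245, minus strand, noncoding) with -3.54, GPR135 (ENSG00000181619.11, chromosome 14, 59895740 to 59932060, minus strand, overlapping L3HYPDH) with -3.35, and the processed pseudogene ST13P11 (ENSG00000213368.3, chromosome 11, 94646212 to 94646931, plus strand) with -3.26. The largest increases were those of the noncoding gene ENSG00000260672 (chromosome 15, 72908151 to 72910591, plus strand), at 39.9 ± 7.38 CPM against 0.873 ± 0.456 CPM in DMSO (SD, n = 4), and of the pseudogene ENSG00000260144 (chromosome 15, 72897524 to 72904667, plus strand), at 58.2 ± 7.46 CPM against 1.46 ± 0.891 CPM. OVGP1 (ENSG00000085465.11, chromosome 1, 111956936 to 111970399, minus strand) rose to 37.8 ± 0.535 CPM from 1.68 ± 0.948 CPM. Their DMSO values rest on few counts, so the size of these increases is imprecise.

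**Figure D3:**
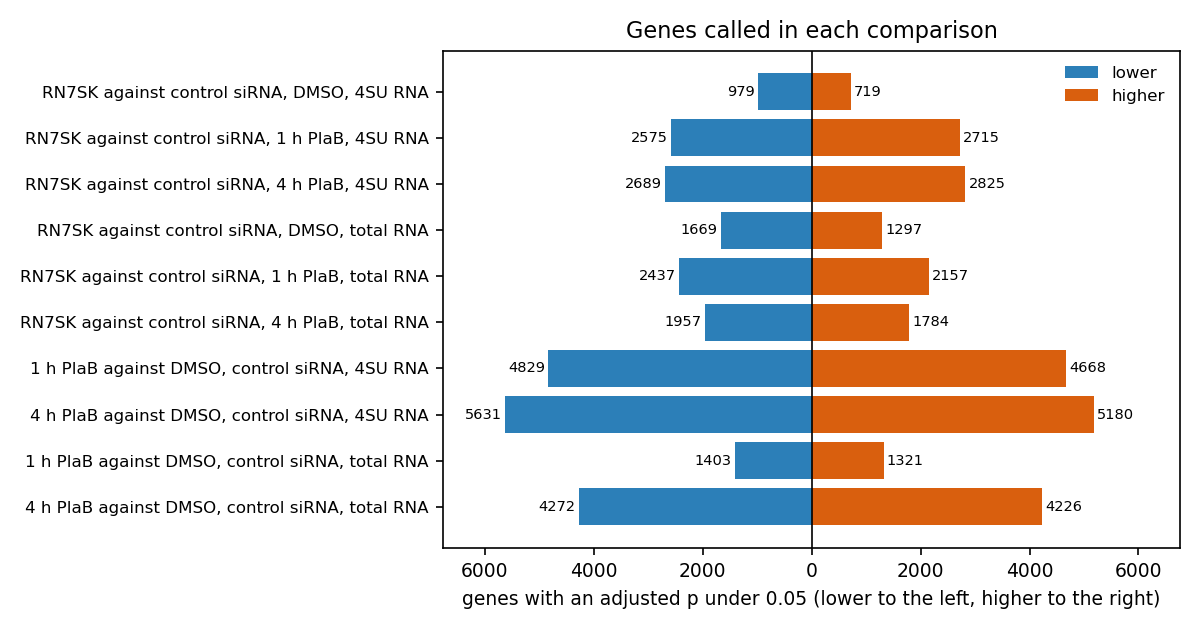
Genes called at an adjusted p under 0.05 in each of the 10 comparisons of groups, lower genes to the left of 0 and higher genes to the right. Numbers range from 979 lower and 719 higher genes (RN7SK siRNA, 4SU RNA, DMSO) to 5631 and 5180 (4 h PlaB, 4SU RNA).

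To test for a change in unspliced RNA, the share of introns in all gene counts was compared. In DMSO introns took 74.4% ± 1.72 of counts in 4SU RNA after RN7SK siRNA and 73.3% ± 0.910 in control cells (SD, n = 4, exact permutation p 0.371). In total RNA they took 23.4% ± 0.772 and 22.3% ± 1.23 (exact permutation p 0.229). In control cells PlaB raised the 4SU share by 5.58 percentage points at 1 h and 8.38 at 4 h, and the total RNA share by 8.55 and 12.8. Each of these 4 had an exact permutation p of 0.0286, the smallest the test can give, and 0.0714 after adjustment over the family of 10 comparisons. An adjusted value under 0.05 would have needed 6 of the 10 comparisons at that p. With genes over 20 CPM alone, the difference in total RNA at 4 h was 16.2. Between siRNA arms under PlaB the differences were 0.937 and 0.270 in 4SU RNA (exact permutation p 0.314 and 0.571) and 0.421 and 0.397 in total RNA. Interactions of siRNA and PlaB were -0.121, -0.788, -0.665 and -0.688 percentage points for 4SU RNA at 1 h and 4 h and total RNA at 1 h and 4 h, with permutation p of 0.933, 0.527, 0.609 and 0.778 over 4900 relabellings each (adjusted 0.933 for all 4).

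**Figure D4:**
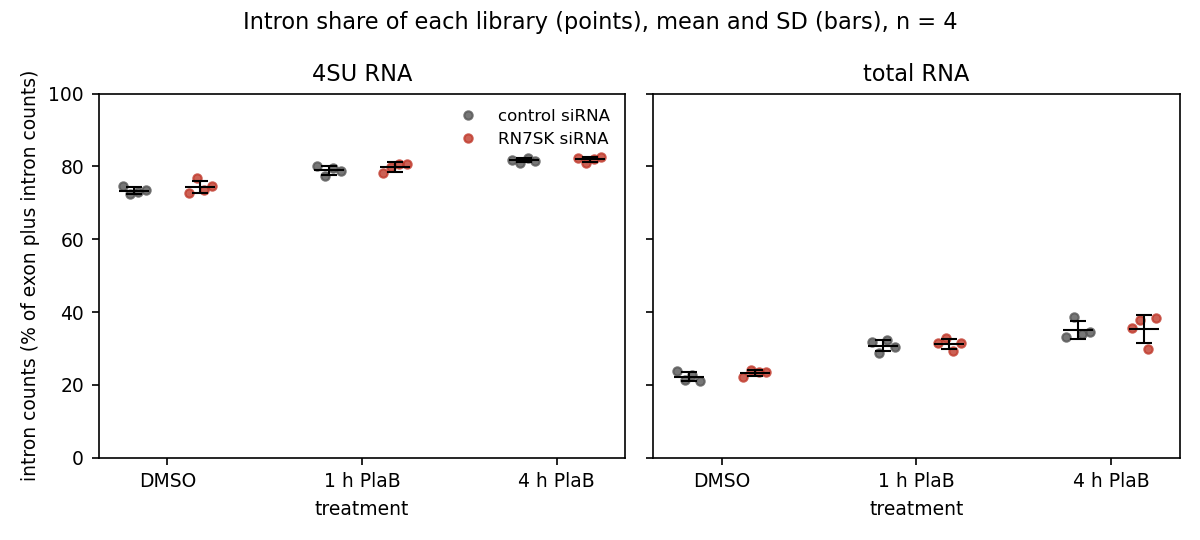
Share of intron counts in all gene counts (percent, axis from 0 to 100) in each library by RNA kind, siRNA and treatment, with the mean and SD of 4 libraries. Shares rise with PlaB in both kinds of RNA, and the siRNA arms differ by at most 1.09 percentage points in the mean.

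The ratio of intron to exon counts was compared between siRNA arms in DMSO for genes over 20 CPM, as the difference in the median log2 ratio. In 4SU RNA it changed by 0.02 for 671 lower genes (exact permutation p 0.686), -0.06 for 573 higher genes (p 0.143) and 0.01 for 6828 genes not called (p 0.771), none distinguishable from 0. In total RNA it rose by 0.23 for 1119 lower genes (exact permutation p 0.0286, the smallest it can give, and 0.171 adjusted over 6 tests), 0.01 for 1038 higher genes (p 0.943) and 0.08 for 4670 genes not called (p 0.229). When lower genes were taken from the other kind of RNA, the change in total RNA was -0.08 for 558 genes (exact permutation p 0.171). For genes lower in the 1 h PlaB libraries of total RNA it was 0.17 for 1678 genes (p 0.0571).

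To test whether RN7SK siRNA acted in the same way under PlaB, the arms were compared at each time. In 4SU RNA 2575 genes were lower and 2715 higher at 1 h PlaB, and 2689 lower and 2825 higher at 4 h. In total RNA 2437 were lower and 2157 higher at 1 h, and 1957 lower and 1784 higher at 4 h. Across genes, log2 fold changes in DMSO and at 1 h PlaB had r 0.524 (rho 0.402, 12524 genes) in 4SU RNA and 0.735 (rho 0.672, 13151 genes) in total RNA. At 4 h these were 0.323 (rho 0.271, 11603 genes) and 0.586 (rho 0.541, 12503 genes). The interaction of siRNA and PlaB was called in 2574 genes at 1 h and 3701 at 4 h in 4SU RNA, of 14917 and 14749 tested, and in 183 and 967 genes in total RNA, of 14386 and 14334. In total RNA at 1 h it was called in 90 genes without control DMSO replicate 4, in 106 without RN7SK siRNA 1 h replicate 1 and in 108 without replicate 3. CDT1 had an interaction of 1.18 at 4 h in 4SU RNA (edgeR adjusted p 8.51e-04), CDC45 of 0.81 (9.81e-04) and INTS7 of 0.69 (1.12e-04). TGM1 had one of 1.17 at 4 h in 4SU RNA (edgeR adjusted p 0.00536) and ITGA6 of -0.36 (0.00591). DTL had one of -0.91 at 1 h in 4SU RNA (edgeR adjusted p 2.74e-04), CDK1 of -0.74 (0.00681) and TGM1 of 1.5 (1.63e-06). In total RNA at 1 h, DTL had one of -0.59 (edgeR adjusted p 0.0145) and MCM10 of -0.42 (0.0232). Other interactions with PlaB of genes that the study gives, RN7SK apart, were not called. Those of CDK1, MCM10 and DTL at 4 h in 4SU RNA were 0.02, 0.10 and 0.20. To test whether the siRNA effect differed between new and total RNA in DMSO, its interaction with RNA kind was fitted, and 333 genes of 15155 tested were called, 88 with a more negative change in 4SU RNA and 245 with a more negative change in total RNA.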

Values the study reported

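The study reported that genes sensitive to loss of RN7SK had an upstream gene in antisense orientation 3.1-fold more often in 4SU sequencing data and 2.4-fold more often in total RNA sequencing data. For its siRNA-resistant construct, bases 226–228 and 246–248 of RN7SK were exchanged.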

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

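In this part, the counts of other splits of the libraries were chosen before their result was seen. So were the comparisons, interactions and alternatives fixed in advance, including fits without a library apart from those added later. All other tests were chosen only after their result was seen.

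In 8 of 158 groups of 4 libraries, the highest or lowest library stood apart from the other 3 by more than Dixon's limit, where chance gives 7.90. For exon counts, given rounded, these were 4SU RNA of RN7SK siRNA cells at 4 h PlaB, replicate 4, with 2421130 (others at least 2837580), and total RNA of RN7SK siRNA cells in DMSO, replicate 2, with 4666240 (others at least 12875100). For the share of histone genes they were 4SU RNA of RN7SK siRNA cells in DMSO, replicate 1, with 0.184% of exon counts (others 0.135% to 0.143%), and 4SU RNA of control cells at 1 h PlaB, replicate 2, with 0.653% (others 0.477% to 0.488%). For single genes they were CDC25C at 10.6 CPM in total RNA of control cells in DMSO, replicate 3 (others 8.01 to 8.43), and CDT1 at 3.45 CPM in 4SU RNA of RN7SK siRNA cells in DMSO, replicate 1 (others 5.97 to 6.21). The last were INTS7 at 32.3 CPM in total RNA of control cells in DMSO, replicate 2 (others 34.9 to 35.0), and FAM111B at 5.83 CPM in total RNA of RN7SK siRNA cells in DMSO, replicate 4 (others 7.22 to 7.29). All 4 single genes kept the direction of their difference between siRNA arms without the library named. Without RN7SK siRNA replicate 2 in DMSO, 3085 genes were called after RN7SK siRNA in total RNA, against 2966 with it, which argues against its low depth as the source of these calls. In the same comparison 2494 genes were called without control replicate 3, 2493 without control replicate 2 and 2506 without RN7SK siRNA replicate 4. In 4SU RNA 5201 genes were called at 4 h PlaB without RN7SK siRNA replicate 4 (5514 with it), 1596 in DMSO without RN7SK siRNA replicate 1 (1698 with it), and 5004 at 1 h PlaB without control replicate 2 (5290 with it). Since the number of such groups is what chance gives, no biological explanation was weighed.

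RN7SK differed between siRNA arms in DMSO and less so under PlaB in newly made RNA, with an interaction of 0.94 (log2) at 1 h and 1.17 at 4 h, whereas in total RNA it stayed lower at each time. Scaling between libraries was argued against, since the interaction at 4 h was at least 1.02 over 25 settings, the reported one included, and at 1 h at least 0.82. Mature RNA carried into the 4SU fraction at a constant share was argued against too. The share that would explain the DMSO gap of 65.8 CPM is 4.99%, which predicts gaps of 85.4 CPM at 1 h and 117 CPM at 4 h PlaB, and gaps of 22.04 CPM (SE 23.2) and -0.55 CPM (SE 18.7) were measured. An exchange of siRNA labels under PlaB was argued against by the listed replication genes, which fell with RN7SK siRNA in DMSO and had a median log2 fold change of -0.62 at 4 h PlaB in 4SU RNA. A share of carried RNA that differed between treatments, and reads from pseudogene copies of RN7SK, were not tested and stay open. A change of RN7SK synthesis with PlaB also stays open, untested.

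The effect of RN7SK siRNA differed between PlaB and DMSO in 2574 genes at 1 h and 3701 genes at 4 h in 4SU RNA, and in 183 and 967 genes in total RNA. Among 100 drawn relabellings of siRNA within treatments, the real one included, 3 and 2 gave as many genes in 4SU RNA and 3 and 3 in total RNA. The other relabellings with as many genes kept at least 4 more siRNA labels in one treatment than in the other, so that the difference between arms itself entered the interaction. Relabellings that mixed the arms within both treatments moved the difference between arms into the spread between libraries, so few genes are expected of them, and these counts do not give a level of chance for the interaction. In total RNA at 1 h the count was 90 without control DMSO replicate 4. Scaling was argued against as the whole source. At 4 h in 4SU RNA edgeR called 3701 genes with TMM, 3883 with RLE and 3870 with library size scaling, and DESeq2, another tool, called 3562. The share of negative interactions moved with the scaling, however. A few genes taking most of the counts were argued against as the whole source. Without 49 such genes, those of the ribosomal spacer, the mitochondrial genes and the 10 with the most counts in each library, which held 9.13% to 20% of counts at 1 h, 2545 genes were called at 1 h with TMM and 2516 with library size scaling, and 3697 and 3803 at 4 h. A weaker action of PlaB in RN7SK siRNA cells on differences between genes would narrow the spread of PlaB log2 changes. The ratio of spreads was 1.02 at 1 h (permutation p 0.322) and 1.01 at 4 h (p 0.418). A change shared by most genes is removed by scaling, so the spread cannot show it. From DMSO to 1 h PlaB in 4SU RNA, the ribosomal spacer share went from 4.64% to 9.03% in control cells. In RN7SK siRNA cells it went from 3.52% to 5.15%. The mitochondrial share went from 2.01% to 4.86% and from 1.83% to 2.62%, in this order. Rises of the intron share were not distinguishable between arms, so a weaker action on most genes stays open. PlaB changes in both arms had r 0.846 and 0.895 across 10784 and 9709 genes. The 1 h and 4 h interactions share the DMSO libraries and so are not independent. A difference in handling between treatments, and a biological dependence of the RN7SK effect on splicing, stay open and were not tested.

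The effect of RN7SK siRNA in DMSO differed between 4SU and total RNA in 333 genes. As many genes were called in 5 of 100 relabellings of siRNA within RNA kind, so that this count is not rarer than 1 in 20. The other 4 kept at least 4 more labels in one RNA kind than in the other, and the limit given above for mixed arms holds here too. Among the genes with a more negative change in total RNA and an annotated 3′ UTR, 157 of 236 (66.5%) held the 7-mer GCTCTCA of RN7SK in it, against 10.7% of the others (odds ratio 16.6, Fisher's exact test p 1.35e-89). This 7-mer came from a search of the same DMSO libraries, and the p does not account for that choice. Among genes with a more negative change in 4SU RNA, 7 of 75 held the 7-mer (9.33%). A candidate explanation for the former is pairing of the seed of the RN7SK siRNA with these transcripts. For the latter no explanation was tested.

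Splits of the libraries were also counted for the 10 comparisons of 2 groups. In each, 1 of the 35 splits of the 8 libraries, the real one, gave as many genes, and in 9 of them every other split gave 0 genes. The largest number another split gave was 1 gene, for RN7SK siRNA in 4SU RNA in DMSO. Every other split mixed the real groups and so moved their difference into the spread, which by itself lowers these counts.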

How the results depend on the processing

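Intron counts alone, gene sets from PlaB libraries or without the 7-mer, ratios divided by length, a log2 fold change over 1, all protein-coding genes as background, expression strata and some fits without a library were chosen after seeing the data. Counts of genes past an adjusted p of 0.05 stayed within 1.5 times the reported count in 204 of 229 alternatives and in 237 of 240 fits that each left out a library. Under DESeq2, RLE size factors, no filter, at least 10 counts in every library and the replicate block, all 25 counts did. The direction and side of the threshold were kept by 542 of 560 alternatives for named genes (17 weaker, 1 reversed) and by 492 of 520 fits without a library (26 weaker, 2 reversed).

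With exon plus intron counts, genes called after RN7SK siRNA in 4SU RNA numbered 1588 lower and 1235 higher in DMSO, 4060 and 4309 at 1 h and 4304 and 4550 at 4 h PlaB. In total RNA 2760 were higher at 4 h. After 1 h PlaB in total RNA 3327 were lower and 3328 higher. Interactions were called in 5625 and 7088 genes in 4SU RNA and 624 and 2755 in total RNA. Intron counts alone gave 1127 higher genes in 4SU RNA in DMSO, and 807 lower and 715 higher in total RNA. Introns held 72.4% to 82.7% of counts per 4SU library, so both settings measure other counts. An absolute log2 fold change over 0.3, a stricter threshold, left 650 higher genes after RN7SK siRNA in total RNA in DMSO, 1195 at 1 h and 411 higher genes after 1 h PlaB in total RNA. With all 6 groups fitted together the 1 h interaction in total RNA was called in 72 genes, and the cause was not tested.

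Scaling by library size alone gave 1594 lower genes after RN7SK siRNA at 1 h PlaB in 4SU RNA, and after PlaB 2915 and 3382 higher genes in 4SU RNA and 705 and 2149 in total RNA. It moved the median log2 change of all genes by 0.15 and 0.12 for RN7SK siRNA at 1 h and 4 h in 4SU RNA, -0.33 and -0.53 for PlaB in 4SU RNA, -0.24 for 4 h PlaB in total RNA, and 0.17 and 0.15 for the 4SU interactions. The share of lower genes among those called went from 48.7% to 28.9% and from 48.8% to 35.1% for RN7SK siRNA at 1 h and 4 h in 4SU RNA. For PlaB it went from 50.8% to 70.2% and from 52.1% to 69.7% in 4SU RNA, and from 51.5% to 73.2% and from 50.3% to 73.9% in total RNA. For the 4SU interactions the negative share went from 53.4% to 19.7% at 1 h (63.5% with DESeq2) and from 51.8% to 30.0% at 4 h (63.8% with DESeq2, 62.7% with RLE). For the interaction with RNA kind it was 26.4% and ranged from 23.2% with library size scaling to 42.6% with at least 10 counts in every library (162 negative and 218 positive), with 42.1% for exon plus intron counts, 39.5% with DESeq2 and 36.6% with all 12 groups fitted together. Without spike-in RNA these data do not say which scaling holds, so directions under PlaB are relative to the median gene.

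The replicate number as a block gave 895 lower and 627 higher genes after RN7SK siRNA in 4SU RNA in DMSO and 1582 and 1185 in total RNA. With this block the interactions with PlaB were called in 2498, 3498, 161 and 924 genes and that with RNA kind in 350. The block was shared by both siRNA arms, so a pairing of 4SU with total RNA libraries within each arm was not fitted. The log2 change of AKAP12 after RN7SK siRNA, 4SU RNA, DMSO lost its call with the block (edgeR adjusted p 0.0584), and so did GAPDH in total RNA (0.0766). Paired by this block, intron shares and ratios were compared by flipping signs, with a smallest exact p of 0.125, which says nothing about stability. No pair of groups had all its correlations of libraries of the same number over 0.1, and their means were -0.02 between siRNA arms, 0.0073 between PlaB and DMSO and 0.04 between RNA kinds. In 3 of 20 pairs of groups (0.833 by chance) the pairing by number had the highest mean of 24 pairings, with all correlations above 0. These were 4SU and total RNA in DMSO in control cells (0.118) and RN7SK siRNA cells (0.0524), and 1 h PlaB and DMSO in total RNA of control cells (0.0515). All were also above 0 for 4SU and total RNA of RN7SK siRNA cells at 4 h PlaB (0.0583) and 1 h PlaB and DMSO in 4SU RNA of control cells (0.0674). Pairing of some libraries by number was therefore not excluded.

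The intron share of counts, RN7SK minus control siRNA, 4SU RNA, 4 h PlaB reversed to -0.143 with genes over 20 CPM, and that at 1 h to -0.121, neither past its threshold. Without a library it ranged from -0.241 to 1.09 in total RNA at 1 h, below 0 without RN7SK siRNA replicate 2 or control replicate 2. At 4 h it ranged from -0.585 to 2.22, below 0 without RN7SK siRNA replicate 2 or 4 or control replicate 1. In 4SU RNA it kept its sign but varied in size, from 0.280 to 1.62 in DMSO, 0.388 to 1.52 at 1 h and 0.0274 to 0.589 at 4 h. The change of the intron to exon ratio in lower genes of total RNA was reversed with genes from the other RNA kind (-0.080), and lost its p with genes called under 1 h PlaB (0.17) or without the 7-mer (0.11). With counts divided by length it was 0.28, and 0.032 in 4SU RNA. Without a library it ranged from 0.20 to 0.27, with an exact permutation p of 0.0571 without each RN7SK siRNA library. In 4SU RNA it ranged from -0.0053 to 0.034, below 0 without RN7SK siRNA replicate 2. The expression difference between lower and higher genes reversed to -0.40 with both arms and to -0.21 without division by length, and was 0.072 to 0.11 without a control library.

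With at least 10 counts in every library, a filter that drops the noisiest genes, the correlation across genes of 4SU and total RNA was 0.645, those of DMSO with 1 h and 4 h PlaB were 0.559 and 0.358 in 4SU RNA and 0.822 and 0.675 in total RNA. Over genes called in 4SU RNA the first was 0.849. Fits with 3 libraries per arm gave 0.517 to 0.544, 0.490 to 0.505, 0.281 to 0.320, 0.680 to 0.692 and 0.533 to 0.584, in the same order. The 4SU log2 fold change of RN7SK at 4 h PlaB was 0.022 with library size scaling, and -0.21 to 0.0059 without a library, above 0 without RN7SK siRNA replicate 1 or 4. At 1 h its call was lost with DESeq2 (-0.36, adjusted p 0.202) and library size scaling (-0.19, edgeR adjusted p 0.146). The count of interactions at 1 h in total RNA ranged from 90 to 227 without a library, 90 without control DMSO replicate 4, 106 without RN7SK siRNA 1 h replicate 1 and 108 without replicate 3. Causes of these changes were not tested. The 4SU calls of AKAP12 (mean 58.1 counts), IVL (81.3) and CDC25C (31.8) were lost in 6, 5 and 2 of 8 fits without a library, and the total RNA calls of INTS7 (368.9) and GAPDH (33915) in 5 and 4, so low counts alone do not account for lost calls.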

Other observations

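The tests of short genes without introns, of selection on the same exon counts, and of histone and listed cell cycle genes together or the 7-mer among antisense neighbours were chosen before their result was seen. So were the comparisons and alternatives fixed in advance, where their results are taken up here. All other tests in this part were chosen only after their result was seen.

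Genes lower after RN7SK siRNA in total RNA shared a short sequence. Of the 16302 7-mers found in at least 30 of 9164 3′ UTRs, GCTCTCA, which is bases 232 to 238 of RN7SK, ranked 1 by the decrease of its genes in total RNA. Its standardised score was -21.2 after regression on UTR length, base composition and expression, and the next 2 were CTCTCAA (-13.2) and AGCTCTC (-9.40), which overlap it in RN7SK. The lowest rank of a 7-mer complementary to RN7SK in total RNA was 66. Among lower genes in total RNA in DMSO 439 of 1556 held GCTCTCA (28.2%), against 941 of 10227 others (9.20%), an odds ratio of 3.88 (Fisher's exact test p 7.13e-84), which was 3.56 at 1 h and 4.10 at 4 h PlaB. The 7-mer was chosen in the DMSO libraries, so the DMSO p does not account for that choice, whereas the PlaB libraries were not searched. In 4SU RNA the odds ratio was lower, at 1.18 (p 0.124) in DMSO, 1.4 (p 1.40e-06) at 1 h and 1.38 (p 4.12e-06) at 4 h PlaB, and GCTCTCA ranked 1 there too in DMSO, with a score of -5.20. It was not set apart there as in total RNA, since GAGCCAC ranked 2 (-4.95) and GCTACTC, which is complementary to RN7SK, ranked 3 (-4.10). Median log2 fold changes in total RNA were 0.01 for genes with 0 copies, -0.12 with 1 copy and -0.21 with 2 or more, of 10403, 1180 and 200 genes. Less transcription of these genes was argued against in DMSO by intron counts, where the odds ratio was 0.916 in total RNA (p 0.514) and 0.970 in 4SU RNA. UTR length and base composition were argued against by the score after regression on them. These values are consistent with pairing of the guide strand of the RN7SK siRNA with 3′ UTRs through its seed, as a microRNA would, and so with a part of the decreases in total RNA that does not follow from loss of RN7SK. The sequence of the siRNA was not used here. An siRNA of usual length with its seed at this 7-mer would cover one of the stretches of RN7SK that the study changed to make a construct its siRNA does not target. A microRNA of the cell with the same seed was not tested and stays open.

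The rise of the intron to exon ratio in lower genes of total RNA (0.23) was then split by this sequence. It was 0.45 for 331 lower genes with the 7-mer (exact permutation p 0.0286, the smallest the test can give) and 0.11 for 771 without it (p 0.171). A loss of mature transcripts through the seed would raise this ratio without a change in splicing, and the values fit that. A second explanation is that genes chosen by low exon counts have high ratios in the same libraries. Genes chosen instead from the 1 h PlaB libraries of total RNA gave 0.17 (p 0.0571) and genes chosen from 4SU RNA gave -0.08 (p 0.171). The selection and a real rise cannot be told apart for these genes, because the sets differ in more than how they were chosen. A change of splicing with loss of RN7SK stays open, untested.

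Genes lower and higher after RN7SK siRNA had similar medians of expression in control cells, 0.06 apart (log2). With the mean of both arms in place of the control arm the difference was -0.40, so its sign may depend on the use of the arm in which lower genes are by construction higher.

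Several of the largest changes were in genes tied to p53 or to the cell cycle, which led to 3 lists. Of 43 listed p53 targets tested in 4SU RNA in DMSO, 29 were higher and 0 lower at an edgeR adjusted p under 0.05 over all genes, 36 were higher when adjusted over the list alone, and 42 were above 0. Their median log2 fold change was 0.56, above all 10000 lists matched on expression, and lay between 0.54 and 0.65 over 21 settings, the reported one included. In total RNA it was 0.51, with 33 of 44 higher and 2 lower (36 higher when adjusted over the list alone). CDKN1A rose by 1.13 in 4SU RNA and 1.08 in total RNA. Under PlaB the medians were 0.81 and 0.74 in 4SU RNA and 0.60 and 0.45 in total RNA. In intron counts of 4SU RNA, 32 of 41 were higher, with a median of 0.57. These values are consistent with more p53 activity after the RN7SK siRNA. Whether this follows from loss of RN7SK, from this siRNA or from transfection with it was not tested, since all libraries used one RN7SK siRNA.

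For histone genes, which fell as a family, 3 explanations were tested. Short genes without introns were argued against: 102 other short protein-coding genes with 1 exon had a median log2 fold change of -0.015, with 4 lower. Direct pairing of the seed with 3′ UTRs of these genes was argued against. Of 27 histone genes with an annotated 3′ UTR, 0 held the 7-mer, and listed replication genes without it had a median of -1.07 in 4SU RNA. The other histone genes tested could not be searched. An effect of the seed on other genes that in turn lower these was not tested and stays open. Fewer cells in S phase, when histone genes are transcribed, would lower replication genes too, and their median was -1.08 in 4SU RNA (36 of 38 lower) and -0.74 in total RNA (35 lower). In intron counts of 4SU RNA it was -1.20 (36 of 37 lower). Histone genes did not follow in intron counts: of 10 with enough of them 2 were lower, with a median of -0.081, against -1.13 by exon counts of the same 10 genes. The reason was not tested. Of 30 mitotic genes all were lower in 4SU RNA, with a median of -0.77, and 28 in total RNA, with a median of -0.43. Under PlaB the medians of replication genes were -1.48 and -0.62 in 4SU RNA and -1.08 and -0.67 in total RNA, and those of mitotic genes were -1.22, -0.88, -0.69 and -0.44. Each median of both lists lay below all 10000 matched lists. A candidate explanation is therefore a smaller share of cycling cells, but a direct effect of RN7SK on these genes would also lower them. Cell cycle stages were not measured in these data. The study reported that selected cell cycle genes also fell with other RN7SK siRNAs and with a LARP7 siRNA. It reported that co-expressed RN7SK hindered this fall, and concluded that the repression is direct. Its cell cycle profiles showed arrest at a later time than used here, in most lines after S phase. These experiments are not part of the data used here.

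For upstream antisense neighbours, which were more frequent among lower genes in 4SU RNA, several explanations were tested. Expression level was argued against, with an odds ratio of 1.67 over 10 strata of equal expression. Histone genes were argued against as the whole source, with 1.54 without them, and so were histone and listed replication and mitotic genes together, with 1.49 (103 of 767 lower genes, Fisher's exact test p 4.93e-04). Without the cell cycle genes that the study names as well, it was 1.47 (101 of 761 lower genes, p 9.28e-04). Cell cycle genes outside these lists stay open: the p would be lost if 14 more of the lower genes with a neighbour were left out as such genes, and how many are was not counted. Direct pairing of the seed with 3′ UTRs of the lower genes was argued against, with 1.77 without genes that hold the 7-mer (115 of 735 lower genes, p 4.75e-07). An effect of the seed by way of other genes was not tested. A role of the neighbour itself stays open too, untested.

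The odds ratios of 1.70 in 4SU RNA and 1.34 in total RNA for upstream antisense neighbours compare lower genes with other genes tested. The measure quoted from the study above is another, a fold frequency relative to all protein-coding genes. Of the 19663 protein-coding genes, tested or not, 7.28% had such a neighbour. With an absolute log2 fold change over 0.3, the frequency among lower genes was 2.13 times that in 4SU RNA (128 of 826 genes) and 1.68 times in total RNA (147 of 1204 genes). With one over 1 it was 3.44 times in 4SU RNA (42 of 168 genes) and 1.59 times in total RNA (18 of 156 genes). At the former threshold both ratios are lower than the values quoted from the study above. The gene sets differ, since those of the study were defined from more than one 4SU and total RNA dataset, and the others were not used here. Histone genes made up 5.21% of all lower genes in 4SU RNA and 21.6% of those with an absolute log2 fold change over 1. The share of histone genes that the study gives for repressed nascent transcripts is larger than the former, and its gene set was not rebuilt here.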
